A study of Homo sapiens with 8 samples.

How the data were processed

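Poly(A)-selected, stranded paired-end RNA libraries were made from sorted GFP-positive tumour cells of a breast cancer patient-derived xenograft, per the labels' protocols. There were 4 libraries of cells with GFP alone (control) and 4 of cells with PHLDA2 and GFP (PHLDA2). Groups and replicate numbers were taken from the sample titles, and the columns of the tables from their names. The labels name 1 transduced population per group. The aligner, the counting tool, the genome build, the annotation and the handling of reads from mouse cells are not stated, so no coordinates are given and reads of host origin cannot be parted from human reads here.

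The gene counts deposited by the authors are whole numbers that sum to a different total in each library, between 35571141 and 47092795, and were used as deposited. The count table has 62703 rows with Ensembl gene identifiers; 1 row with no value in any library was left out, which left 62702 genes, of which 39586 had at least 1 count. Symbols were found for 62624 identifiers in a table of gene names. A second table holds RPKM values made by the authors, per the file headers, together with TPM values. Dividing the counts by the deposited RPKM gave the same gene length in all 8 libraries (largest deviation 0.0144% over 15665 genes), so both come from the same counts. The RPKM and TPM table ends with 1 line of column totals, which was left out, and 1 TPM cell carries the scaling factor of another library. The deposited RPKM values served to obtain gene lengths, and the TPM values served for an alternative test. The columns of group averages were not used.

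Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, which kept 19442; libraries were scaled with TMM, and groups were compared with the quasi-likelihood test (glmQLFit and glmQLFTest) with no covariate. P-values were adjusted by Benjamini-Hochberg over all genes tested, and 0.05 was the threshold. Levels are CPM on TMM-scaled library sizes, given as mean ± SD over libraries. The standard error of a log2 change is its size divided by the square root of the F statistic. A gene at or under 3 counts in each library of a group has its fold given as a lower bound, computed against 3 counts. With counts of this depth, a gene at 1 CPM has some 40 counts behind it, so counting error adds to the spread between libraries for genes at or near that level. Reads carry no molecular identifiers, so bounds cover counting error alone.

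Gene lists were tested with camera in limma 3.58.1 on voom values with a preset inter-gene correlation of 0.01, adjusted over 14 lists: collagens, matrix glycoproteins and proteoglycans, matrix crosslinking and remodelling enzymes, vascular permeability and angiogenic factors, the imprinted neighbourhood of PHLDA2, PI3K-AKT and TOR pathway members, epithelial-mesenchymal transition, hypoxia response, cell cycle, tissue dissociation stress, interferon response, and fibroblast, endothelial and myeloid markers. The lists, the main tests of genes and lists, the rule for named genes and the alternatives, except one named below as added later, were fixed before the data were examined; the tests of explanations in the closing section were not. The rule names PHLDA2, then the 5 largest rises and the 5 largest falls among genes past the threshold with a mean log2 CPM of at least 1, an official symbol and non-overlapping groups, and up to 3 members of each list with the smallest p among those past 0.05 adjusted over the list alone. A gene that met the rule is not reported here. Other genes are said to have been chosen after their values were seen. The level of PHLDA2 was also compared with an exact two-sided permutation test over 70 assignments.

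The alternatives were RLE and upper-quartile scaling, the Wald test of DESeq2 1.42.0, limma-voom with quality weights, limma-trend on log2(TPM + 1) and log2(TPM + 0.1), no filter beyond 1 count, a minimum of 10 counts in every library, the replicate number as a block, a test against a log2 change of 0.58 (1.5-fold), and leaving out each of the 8 libraries in turn. Lists were also tested with fry, with an estimated correlation and, added after the data were seen, with upper-quartile scaling. The 35 splits of the 8 libraries into 4 and 4 were each fitted as the real groups were. Random lists matched on gene length and mean expression were drawn 10000 times. For the order of neighbouring genes the RefSeq annotation of another assembly was used by gene symbol.

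The gene test was tested on simulated data drawn from the real means, library sizes and dispersions. Of 19200 simulated genes that passed the filter, 197 were changed, far fewer than the 5051 of 19442 called in the real data. Simulated libraries were also drawn independently. The rates that follow therefore need not hold for the real calls or for libraries that share an animal. The test recovered 98.0% of the 148 genes changed by a log2 change of 1 or more and 49.0% of the 49 genes changed by 0.5, which is 85.8% of all changed genes, none with the wrong sign, and 6.63% of its calls were false.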

Results

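Gene expression was measured in tumour cells of a human breast cancer grown as a patient-derived xenograft, that is, tumour tissue passaged in immunodeficient NSG mice. The cells had been transduced with lentivirus carrying either GFP alone (control) or PHLDA2 together with GFP (PHLDA2). Per the labels, 120000 cells were injected into mammary fat pads, the tumours were removed after 1.5 months, and GFP-positive cells were sorted before poly(A) RNA sequencing. PHLDA2 is a small pleckstrin-homology-domain protein encoded in an imprinted gene cluster. The series title names matrix deposition and vascular permeability in metastasis, and the comparison of PHLDA2 with control libraries asked which transcripts of the sorted tumour cells differed. Each group held 4 libraries. The design text gives 3 mice per group, and which libraries came from one animal is not stated, so n below counts libraries. If 3 mice gave all 4 libraries of a group, some of these libraries share an animal and are not independent. The tests below, the exact permutation test among them, treat all libraries as independent, so their p-values would then be too small.

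The total count per library was 41756868 ± 4743041 (SD, n = 4) in control and 42572194 ± 3251154 (SD, n = 4) in PHLDA2. The smallest library held 35571141 counts and the largest 47092795. Transcripts of the mitochondrial genome made up 10.04 ± 0.428% of the counts in control and 9.67 ± 0.273% in PHLDA2 (SD, n = 4 each). The correlation of log2 CPM across genes ranged from 0.990 to 0.994 between libraries of the same group and from 0.978 to 0.984 between libraries of different groups; genes are not independent replicates, and these values only describe similarity. The first principal component held 54.1% of the variance and placed the 4 control libraries between -37.0 and -28.1 and the 4 PHLDA2 libraries between 31.5 and 35.3. No pair of libraries agreed within sampling noise: the chi-square per degree of freedom was at least 11.03 for libraries of the same group.

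The level of PHLDA2 itself was examined first. PHLDA2 (ENSG00000181649) stood at 23.9, 22.8, 24.5 and 20.7 CPM in control replicates 1 to 4 and at 352, 420.3, 396 and 406 CPM in PHLDA2 replicates 1 to 4. The group means were 22.97 ± 1.69 CPM and 394 ± 29.7 CPM (SD, n = 4 each), a log2 change of 4.10 (SE 0.09, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 2.38e-13). It had the smallest p of the 19442 genes tested. An exact two-sided permutation test of log2 CPM gave p = 0.0286, the smallest value that 4 against 4 libraries allow. The log2 change moved most, to 4.15, when PHLDA2 replicate 1 was left out. The deposited counts do not part transcripts of the transgene from those of the endogenous gene.

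**Figure D1:**
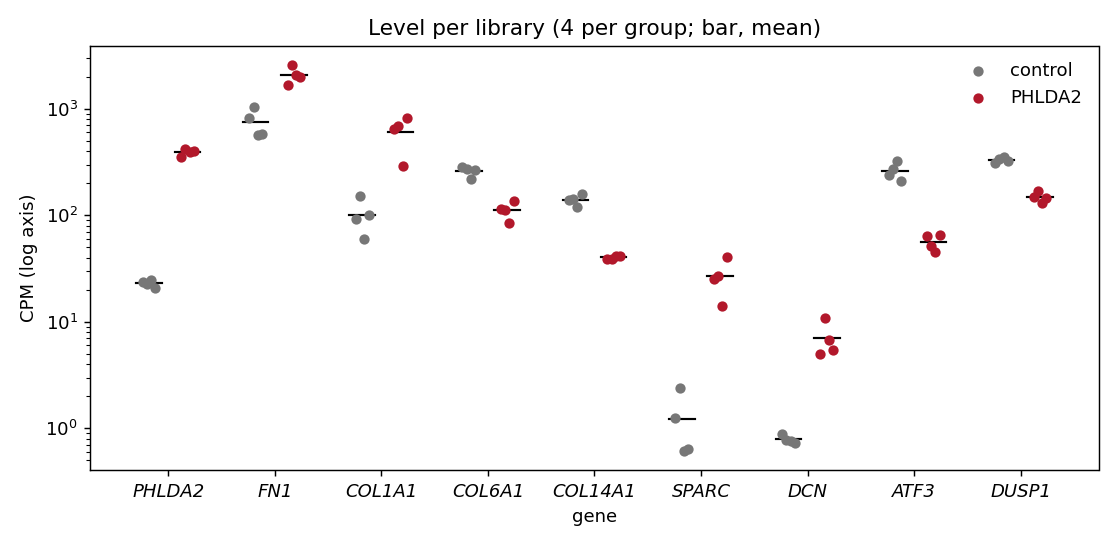
CPM (log axis) of 9 genes in each library; grey points are the 4 control libraries, red points the 4 PHLDA2 libraries, and bars the group means. PHLDA2 was at 20.7 to 24.5 CPM in control and at 352 to 420.3 CPM in PHLDA2, and in each of the 9 genes the groups did not overlap.

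Across the transcriptome, 5051 of 19442 tested genes (25.98%) had an edgeR adjusted p under 0.05, of which 2812 were higher and 2239 lower in PHLDA2. A log2 change over 1 in size was found for 821 of them, with 578 higher and 243 lower. The count of genes moved most under a test against a 1.5-fold change in place of no change, which left 692. The groups did not overlap at all for 5275 genes (27.1%), where chance gives 2.86% for 4 against 4 libraries. The biological coefficient of variation within groups was 9.90%, and the median log2 change of all tested genes was close to 0.

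Genes with large rises, taken among those past the threshold with a mean log2 CPM of at least 1 and non-overlapping groups, included KIF1A, VIT, OTOA and SPARC. KIF1A rose from 1.53 ± 2.21 to 98.5 ± 7.18 CPM (SD, n = 4 each; log2 change 6.11, SE 0.51, edgeR adjusted p 6.19e-07); its control libraries were spread from 0.0507 to 4.77 CPM, and without control replicate 3 its log2 change was 7.72. VIT rose from 0.821 ± 0.355 to 37.9 ± 2.98 CPM (log2 change 5.49, SE 0.17, adjusted p 2.52e-11), and OTOA from 0.219 ± 0.117 to 5.03 ± 0.520 CPM (log2 change 4.55, SE 0.25). SPARC rose from 1.22 ± 0.836 to 26.8 ± 10.9 CPM (log2 change 4.42, SE 0.36, adjusted p 5.20e-07), and without control replicate 2 its log2 change was 5.01.

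The genes with the largest falls by the same rule were MAGEA11, GLB1L3, GLB1L2, GTF2IRD2P1 and NTRK3. MAGEA11 was at 5.0 ± 0.937 CPM in control (SD, n = 4) and at or under 3 counts in each PHLDA2 library, which makes it at least 70.6-fold lower. GLB1L3 was at 5.49 ± 0.227 CPM in control and likewise at or under 3 counts in PHLDA2, at least 77.5-fold lower. GLB1L2 fell from 12.6 ± 0.564 to 0.224 ± 0.136 CPM (log2 change -5.84, SE 0.21, edgeR adjusted p 7.65e-11). NTRK3 fell from 4.41 ± 1.77 to 0.25 ± 0.0654 CPM (log2 change -4.11, SE 0.35). GTF2IRD2P1 fell from 10.2 ± 0.811 to 0.348 ± 0.0839 CPM, but it is a pseudogene that shares sequence with its paralogs, and its counts are uncertain where reads could be assigned to either copy.

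**Figure D2:**
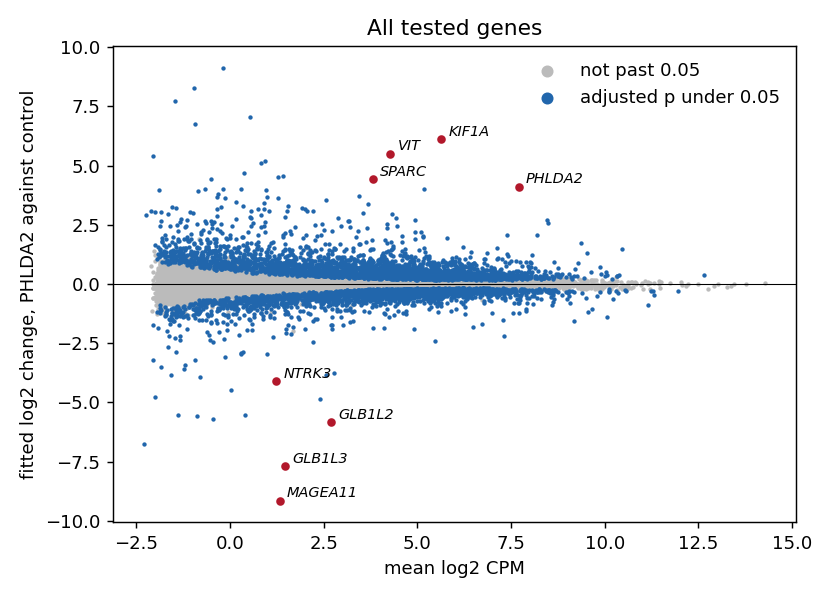
Fitted log2 change of PHLDA2 against control (y axis) by mean log2 CPM (x axis) for the 19442 tested genes; blue points have an edgeR adjusted p under 0.05 and red points are 8 named genes. PHLDA2 lies at 4.10 and KIF1A at 6.11, while the fitted values of MAGEA11 and GLB1L3 rest on PHLDA2 libraries with 3 counts or fewer and are not bounds.

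To ask whether matrix genes differed, gene lists fixed beforehand were tested with camera, which compares the changes of a list's members with those of the other genes, and adjusted over 14 lists. Matrix glycoproteins and proteoglycans were higher as a list, with a median log2 change of 0.55 over 58 tested members (camera adjusted p 3.40e-13); 50 of the 58 members were higher. Past an adjusted p of 0.05 over all genes were 41 members, 36 higher and 5 lower, and 44 were past it adjusted over the list alone. FBLN1 rose from 63.8 ± 12.5 to 271 ± 38.9 CPM (SD, n = 4 each; log2 change 2.08, SE 0.14, edgeR adjusted p 6.74e-08) and FBN2 from 14.1 ± 3.09 to 57.2 ± 10.6 CPM (log2 change 2.02, SE 0.15). DCN, a transcript that fibroblasts also hold and for which the handling of host reads is not stated, rose from a low level, 0.786 ± 0.0702 to 7.04 ± 2.72 CPM (log2 change 3.16, SE 0.24). FN1, chosen after its values were seen, rose from 755 ± 224 to 2078 ± 370 CPM (log2 change 1.46, SE 0.17, adjusted p 2.03e-05).

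Collagens changed in both directions. The list was higher by camera, with a median log2 change of 0.34 over 34 tested members (adjusted p 0.00149), but fry, a rotation test of the list by itself, gave an adjusted p of 0.0886. Across the alternatives tried, the adjusted p of the list ranged from 2.26e-05 to 0.599. Of the 34 members, 21 were past the threshold over all genes, 16 higher and 5 lower, and 22 were past it adjusted over the list alone; the counts were the same 16 and 5 under RLE and upper-quartile scaling. COL14A1 had the smallest p and fell from 140.3 ± 16.5 to 40.3 ± 1.71 CPM (log2 change -1.80, SE 0.08, edgeR adjusted p 1.37e-09). COL11A1 rose from 0.423 ± 0.158 to 3.60 ± 0.517 CPM (log2 change 3.08, SE 0.22) and COL2A1 from 3.73 ± 0.663 to 17.7 ± 4.30 CPM (log2 change 2.24, SE 0.17). Chosen after their values were seen, COL1A1 rose from 101 ± 37.7 to 611 ± 228 CPM (log2 change 2.59, SE 0.28) and COL1A2 from 93.3 ± 28.6 to 608 ± 181 CPM (log2 change 2.70, SE 0.24), whereas COL6A1 fell from 262 ± 29.6 to 112 ± 20.5 CPM (log2 change -1.22, SE 0.12) and COL6A2 from 180.2 ± 23.8 to 76.5 ± 14.4 CPM (log2 change -1.24, SE 0.12).

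Matrix crosslinking and remodelling enzymes had a median log2 change of 0.14 over 43 members (camera adjusted p 0.0331), with 16 members higher and 5 lower past the threshold over all genes and 24 past it adjusted over the list alone. Without control replicate 3 the adjusted p of this list was 0.0715 and without PHLDA2 replicate 4 it was 0.0844. MMP14 rose from 62.5 ± 3.59 to 102 ± 9.23 CPM (SD, n = 4 each; log2 change 0.71, SE 0.08) and SERPINE2 from 9.50 ± 2.32 to 38.2 ± 14.2 CPM (log2 change 2.01, SE 0.23), while ADAMTS1 fell from 31.2 ± 3.42 to 18.6 ± 1.21 CPM (log2 change -0.75, SE 0.09).

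For vascular permeability, a list of permeability and angiogenic factors showed no shift as a whole: the median log2 change over 35 members was -0.03 (camera adjusted p 0.725, fry adjusted p 0.0886). Members were not sorted by whether they raise or lower permeability. Neither the median nor the rise or fall of a member named below therefore gives a direction of permeability. Single members did differ, 10 higher and 7 lower past the threshold over all genes, and 19 members were past it adjusted over the list alone. SPHK1 rose from 8.86 ± 0.439 to 30.5 ± 1.05 CPM (SD, n = 4 each; log2 change 1.78, SE 0.07, edgeR adjusted p 3.30e-10), and ANGPT1 rose from 72.4 ± 11.3 to 152 ± 13.6 CPM (log2 change 1.07, SE 0.10). PGF fell from 11.3 ± 1.92 to 4.26 ± 0.523 CPM (log2 change -1.41, SE 0.13). VEGFA, chosen after its values were seen, did not differ beyond the replicate spread (276 ± 33.8 against 247 ± 24.6 CPM, edgeR adjusted p 0.236).

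**Figure D3:**
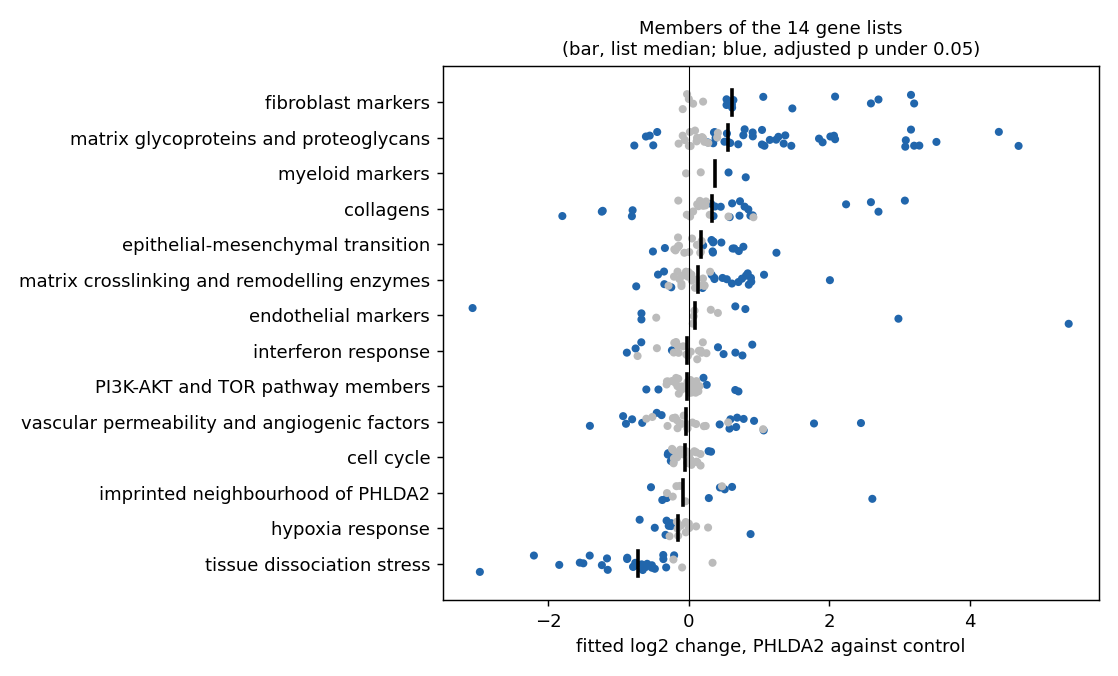
Fitted log2 change of PHLDA2 against control (x axis) for each tested member of the 14 gene lists (y axis); blue points have an edgeR adjusted p under 0.05 and bars are list medians. Matrix glycoproteins and proteoglycans had a median of 0.55, tissue dissociation stress genes one of -0.72, and collagens had members past the threshold on both sides of 0.

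Genes that respond to tissue dissociation, immediate-early and heat shock genes, were lower as a list, with a median log2 change of -0.72 over 28 members (camera adjusted p 1.78e-20). Of the 28 members, 25 were past the threshold over all genes, each of them lower in PHLDA2, and 25 were past it adjusted over the list alone. BTG2 fell from 229.9 ± 27.4 to 81.3 ± 4.85 CPM (SD, n = 4 each; log2 change -1.50, SE 0.09, edgeR adjusted p 1.44e-08), ATF3 from 261 ± 48.8 to 56.5 ± 9.64 CPM (log2 change -2.20, SE 0.14) and DUSP1 from 330.2 ± 18.5 to 148 ± 14.9 CPM (log2 change -1.15, SE 0.08). The labels give no date or order of tumour digestion and sorting. HSPA1A and HSPA1B are near-identical copies and their separate counts are uncertain.

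Fibroblast markers had a median log2 change of 0.62 over 17 members (camera adjusted p 4.79e-08), with 12 members past the threshold over all genes, each of them higher, and 12 adjusted over the list alone. This list shares 6 genes with the collagens, 4 with the matrix glycoproteins and 1 with the matrix enzymes, so it is not separate evidence. PDGFRA rose from 90.4 ± 7.54 to 189 ± 14.6 CPM (SD, n = 4 each; log2 change 1.06, SE 0.08). Genes of epithelial-mesenchymal transition had a median log2 change of 0.17 over 27 members (adjusted p 0.0331), 12 higher and 2 lower past the threshold over all genes and 17 past it adjusted over the list alone. VIM rose from 712 ± 75.0 to 1168 ± 93.5 CPM (log2 change 0.71, SE 0.09), SNAI2 from 14.9 ± 4.10 to 35.4 ± 4.31 CPM (log2 change 1.25, SE 0.15) and ZEB2 from 4.28 ± 0.337 to 7.34 ± 0.205 CPM (log2 change 0.78, SE 0.10). The list holds epithelial as well as mesenchymal genes, so its rise gives no direction of the transition. Chosen after their values were seen, the epithelial genes CLDN1 (log2 change 0.46), DSP (0.34), KRT19 (0.35) and CDH1 (0.21) were also higher past the threshold, and TWIST1 (-0.51) and KRT18 (-0.34) were the 2 lower members. Without control replicate 3 the adjusted p of this list was 0.0523, and without PHLDA2 replicate 4 it was 0.0844. Hypoxia response genes had a median of -0.15 over 20 members (camera adjusted p 0.0388, fry adjusted p 0.277), 1 higher and 7 lower past the threshold over all genes and 9 adjusted over the list alone. PDK1 rose by a log2 change of 0.88 (SE 0.11), ANKRD37 changed by -0.70 (SE 0.11) and PFKFB4 by -0.48 (SE 0.08).

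The other lists were not past an adjusted p of 0.05 by camera. The list for the imprinted neighbourhood of PHLDA2 had a median log2 change of -0.09 over 14 members (camera adjusted p 0.725). It was drawn by position, and its members need not belong to the imprinted domain of PHLDA2. Past the threshold over all genes were 8 members, 5 higher and 3 lower, and 8 were past it adjusted over the list alone. Those with the smallest p were all higher, TNNI2 at a log2 change of 2.61, OSBPL5 at 0.62 and CTSD at 0.51. TNNI2 was low in both groups, at 0.192 ± 0.0849 CPM in control and 1.23 ± 0.575 CPM in PHLDA2 (SD, n = 4 each). PI3K-AKT and TOR pathway members had a median of -0.03 over 30 members (adjusted p 0.567), with 6 past the threshold over all genes and 6 adjusted over the list alone; PIK3R1 changed by 0.71, PIK3CD by 0.66 and SESN2 by -0.60. Cell cycle genes had a median of -0.06 over 30 members (adjusted p 0.198), 7 and 3 of them past the respective thresholds, with CCNE2 at -0.30, RRM2 at -0.29 and BUB1 at 0.28; BUB1 did not stay past the threshold in 4 of the 8 fits that left out a library, with adjusted p from 0.0581 to 0.0726 in these. Interferon response genes had a median of -0.02 over 26 members (adjusted p 0.837), 9 and 9 of them past the thresholds. Over all genes, 5 of these were higher and 4 lower. The members with the smallest p were all higher, STAT2 at 0.66, IFIH1 at 0.76 and BST2 at 0.90. Endothelial markers had a median of 0.08 over 13 members (adjusted p 0.389), and it stayed at 0.08 with the member at the detection floor set to its bound. Of these, 7 were past the threshold over all genes and 8 adjusted over the list alone, with FLT1 at a log2 change of -3.08, TEK at 2.99, and CDH5 at least 5.22-fold higher from control libraries with 3 counts or fewer; the 3 genes stayed under 2 CPM in both groups. Myeloid markers had 4 of 20 members expressed enough to test, a median of 0.37 (camera adjusted p 0.115, fry adjusted p 0.0101), and 2 past either threshold, CTSS at 0.81 and CD14 at 0.57.

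By fry, the calls of the matrix glycoproteins, matrix enzymes, epithelial-mesenchymal transition, dissociation stress and fibroblast lists held, with adjusted p of 0.00380, 0.0393, 0.0267, 1.42e-04 and 0.00244. With the inter-gene correlation estimated from the data in place of the preset 0.01, none of the 14 lists was past 0.05, and the smallest adjusted p was 0.0813, for the dissociation stress genes, which had an unadjusted p of 0.00581; the fibroblast markers had an unadjusted p of 0.0432, and no other list was under 0.05 unadjusted. Among the 35 splits of the 8 libraries into 4 and 4, a camera p as small as that of the real groups was found once for the dissociation stress genes, in 2 splits each for the matrix glycoproteins and the fibroblast markers, and in 8 to 15 splits for the collagens, matrix enzymes, epithelial-mesenchymal transition and hypoxia lists; 16 of the other 34 splits keep 3 of the 4 libraries of each group together and so carry part of the real difference.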

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

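In groups of 4 libraries, the gap between the most distant library and its nearest neighbour was compared with the range of the group for each named gene, for the total count and for the mitochondrial share, 102 groups in all. The ratio was above Dixon's 95% critical value in 5 of them, where chance gives 5.1, so the number of such values is what chance gives.

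In 2 cases the distant value is a single count. MAGEA11 stood at 0.0236 CPM in PHLDA2 replicate 1 and at 0 in the other PHLDA2 libraries, and CDH5 stood at 0.0216 CPM in control replicate 2 and at 0 in the other control libraries. Both lie under the floor of 3 counts and have no order among themselves.

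The other 3 values come from genes well above that floor. SESN2 stood at 29.5 CPM in control replicate 3, above 23.96 to 24.85 CPM in the other control libraries. STAT2 stood at 54.4 CPM in PHLDA2 replicate 3, below 57.8 to 58.3 CPM in the other PHLDA2 libraries. BST2 stood at 13.9 CPM in control replicate 2, above 13.2 to 13.3 CPM in the other control libraries. Each gap is smaller than the difference between the group means, and leaving out the library in question did not change the call of these 3 genes. No technical or biological explanation was tested for these 3 values.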

How the results depend on the processing

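PHLDA2 stayed past the threshold under each of the 17 alternatives, with a log2 change from 4.05 to 4.15. The number of genes past an adjusted p of 0.05 stayed between 3863 and 5217 across the 8 fits that each left out a library, with 2264 to 2825 higher and 1599 to 2392 lower. The fewest were found without PHLDA2 replicate 2. Of the 5051 genes, 3331 (66.0%) were past the threshold in each of these 8 fits. Fewer samples leave less power, and no change of sign was seen among the 5051 genes in any of the fits that gave them a value. Under other tools and scalings the number ran from 4331 with limma-trend on log2(TPM + 1) to 6734 with limma-voom and quality weights. The test against a 1.5-fold change left 692 genes, by its construction.

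The number of genes past the threshold with a log2 change over 1 in size depended more on the processing than the total did. It was 821, and became 251 with limma-trend on log2(TPM + 1), where the pseudocount shrinks the change of low genes, and 694 with log2(TPM + 0.1). It became 506 with at least 10 counts in every library, a filter that removes genes low in any single library. Only 21 genes past the threshold were at or under 3 counts in each library of a group. With no filter beyond 1 count, where 39586 genes were tested, the number became 1340. It was 830 to 908 across the fits that left out a library. The share of calls that were higher in PHLDA2 was 55.7%, and between 52.3% and 63.0% under the other scalings and tools that used all 8 libraries. That range leaves out the test against a 1.5-fold change, where the share was larger, with 522 of 692 calls higher and 170 lower. The median log2 change of all genes moved by less than 0.1 under each scaling.

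No pairing of libraries by replicate number was seen, although correlations of 4 libraries per group cannot exclude it. Same-numbered libraries of the groups had correlations of -0.53, 0.26, 0.05 and 0.25 between their deviations from the group means, and libraries with different numbers reached 0.58. With the replicate number as a block, 4607 genes were past the threshold, 2588 higher and 2019 lower, and 815 of them had a log2 change over 1 in size. PHLDA2 had a log2 change of 4.10 under the block. The block changed no call of a list.

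Named genes other than PHLDA2 gave 805 results under the alternatives, of which 799 kept their direction and their side of the threshold. The other 6 kept their direction but were no longer past the threshold. RRM2 had an adjusted p of 0.0949 and 0.0914 with limma-trend at the larger and the smaller pseudocount, and BUB1 one of 0.0581 to 0.0726 without control replicate 1, 2 or 3 or PHLDA2 replicate 4. Genes with under 10 counts in some library had no value under that filter.

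The calls of gene lists depended on the test. With fry, collagens (median log2 change 0.34) and hypoxia response (-0.15) were no longer past the threshold, and myeloid markers (0.37, 4 genes) were. With an estimated correlation no list was past it: collagens (0.34), matrix glycoproteins and proteoglycans (0.55), matrix enzymes (0.14), epithelial-mesenchymal transition (0.17), hypoxia response (-0.15), dissociation stress (-0.72) and fibroblast markers (0.62) kept their medians, since the test alone changed. The adjusted p over the alternatives ran from 1.31e-16 to 0.315 for matrix glycoproteins, from 3.05e-11 to 0.302 for fibroblast markers and from 4.23e-22 to 0.0813 for dissociation stress. RLE scaling, upper-quartile scaling and the filter at 10 counts changed no call of a list.

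Across the 8 fits that left out a library, the calls of matrix glycoproteins, collagens, fibroblast markers and dissociation stress held, with medians of 0.47 to 0.64, 0.30 to 0.42, 0.55 to 0.71 and -0.77 to -0.69. Hypoxia response ran from -0.21 to -0.082 and was not past the threshold without control replicate 1 (-0.084), control replicate 2 (-0.082) or PHLDA2 replicate 2 (-0.11). Matrix enzymes ran from 0.11 to 0.21, and epithelial-mesenchymal transition from 0.15 to 0.20; both lost their call without control replicate 3 and without PHLDA2 replicate 4. Matrix enzymes reached 0.21 without control replicate 2. Myeloid markers had no camera call in these fits, and their median ran from 0.17 without control replicate 4 (5 genes) to 0.49 without control replicate 2 (4 genes). Lists with a median near 0 and no call changed sign in places, and the cause was not tested: vascular permeability ran from -0.093 to 0.017 (0.017 without control replicate 2), interferon response from -0.086 to 0.048 (0.048 without control replicate 2 and 0.0015 without control replicate 3), and PI3K-AKT and TOR members from -0.046 to 0.0069 (0.0069 without control replicate 4).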

Other observations

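The tests of other splits by list median and by kind of split, of host fibroblasts and of dissociation were chosen only after the results were seen; the other tests were fixed before their own results were seen, though those of RN7SL1 and KIF1A were prompted by the values of these genes.

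The 8 libraries can be split into 4 and 4 in 35 ways. The real split alone gave as many genes past an adjusted p of 0.05 (1 of 35), and the same held for the genes higher in PHLDA2 (1 of 35), the genes lower (1 of 35) and those with a log2 change over 1 in size (1 of 35). These 4 results are not separate evidence, since each of the other 34 splits gave 0 genes past the threshold. A split that mixes the groups also puts the real difference into the spread within its groups, which lowers its count. The other splits gave between 120 and 2661 genes at an unadjusted p under 0.05, against 7351 in the real split.

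The camera calls of lists stood out less. As small a camera p was found in 2 of 35 splits for matrix glycoproteins and proteoglycans, in 8 of 35 for collagens, in 11 of 35 for matrix enzymes, in 2 of 35 for fibroblast markers, in 9 of 35 for epithelial-mesenchymal transition and in 15 of 35 for hypoxia response. For dissociation stress it was the real split alone (1 of 35). Hypoxia response reached a camera p of 9.4e-19 in a split that is not the real one, so the preset correlation understates how far members of these lists vary together between libraries. By the size of the list median, the real split alone was as large for matrix glycoproteins (1 of 35), fibroblast markers (1 of 35), epithelial-mesenchymal transition (1 of 35) and dissociation stress (1 of 35), whereas 2 of 35 splits were as large for collagens, 3 of 35 for matrix enzymes and 6 of 35 for hypoxia response. These shares count splits that are not free of the real difference: 16 of the other 34 keep 3 of the 4 libraries of each group together and carry part of it. The splits with as large a median for collagens (1) and matrix enzymes (2) besides the real one were of this kind. In the 18 splits that put 2 libraries of each group on either side, the median was at most 0.17 in size for collagens against 0.34, and at most 0.09 for matrix enzymes against 0.14, while hypoxia response reached 0.17 against 0.15. A camera p as small as the real one was still found in 4, 5 and 6 of these 18 splits for collagens, matrix enzymes and hypoxia response, in 3 for epithelial-mesenchymal transition, and in 0 for the matrix glycoprotein, fibroblast and dissociation stress lists.

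Matrix genes and dissociation stress genes differ in length from other genes, the collagens having a median length of 9171 bases and the stress genes one of 3108 against 4306 over all tested genes. Among 10000 random lists matched on gene length and mean expression, none had a median as far from 0 as the matrix glycoproteins (p 1e-04), the collagens (p 1e-04) or the stress genes (p 1e-04), the smallest p such draws can give. Length and expression level as the whole source of these medians are argued against.

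The rise of matrix genes in sorted tumour cells raised the question of host fibroblasts, whose reads the labels do not say were removed. Fibroblasts bring their abundant transcripts together. COL1A1 gained 510.1 CPM, COL1A2 514.5 CPM and FN1 1323 CPM in PHLDA2. Of 5 transcripts abundant in fibroblasts, DCN, LUM, COL6A1, COL6A2 and COL6A3, 0 gained 10% or more of what COL1A1 gained: DCN gained 6.26 CPM and LUM 5.93 CPM, COL6A3 stayed at 7.06 ± 2.13 against 6.76 ± 0.730 CPM (SD, n = 4 each), and COL6A1 dropped by 149.9 CPM and COL6A2 dropped by 103.7 CPM. Other fibroblast transcripts did rise: COL3A1 gained 249 CPM (48.8% of the gain of COL1A1, edgeR adjusted p 0.0155), FBLN1 rose from 63.8 to 271 CPM and MMP2 from 105 to 161 CPM. These rises alone would allow carry-over. A share of fibroblasts large enough for the gain of COL1A1 would also bring DCN, LUM and COL6A3 far above what was found. That holds only if host reads of each gene were counted on the human gene at a like rate. The host is a mouse, and this rate is not known for any of these genes. COL6A1 and COL6A2 were well expressed in control and fell, so a gain from host cells could be hidden there. Under that condition of like rates the values argue against carry-over of host fibroblasts as the whole source of the rise of COL1A1, COL1A2 and FN1. Without it the test does not decide. A second part of the pattern stays open in any case. DCN, LUM, OGN, ASPN, MFAP4, MFAP5 and MGP rose from under 1 CPM to a median of 7.04 CPM, a level at which a trace of fibroblasts and low expression in tumour cells cannot be told apart. The baseline of COL1A1, COL3A1 and POSTN (15.3 CPM in control and 14.5 CPM in PHLDA2) would hide such a trace. PDGFRB (0.531 and 0.544 CPM) and SFRP2 (1.06 and 1.05 CPM), fibroblast markers with a low baseline, did not rise in the mean. Genes this near the floor do not exclude a trace, and PDGFRB reached 1.06 CPM in control replicate 2 alone. Within the PHLDA2 group, COL1A1, SPARC, COL6A3, POSTN, MGP and MFAP4 were lowest in replicate 3 and highest in replicate 4. DCN and LUM were instead lowest in replicate 1 and highest in replicate 2. Whether a share of host cells that varies between libraries underlies such joint changes was not tested. Of the 20 fibroblast markers, 17 were expressed enough in the sorted cells to be tested. A candidate biological explanation, that cells with added PHLDA2 make more type I collagen and fibronectin transcripts and fewer of COL6A1, COL6A2 and COL14A1, remains a hypothesis.

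For the lower dissociation stress genes, the handling of the tumours was considered. The mean log2 CPM of the 20 immediate-early genes was 7.54 ± 0.165 in control and 6.56 ± 0.131 in PHLDA2, and that of the 8 heat shock genes 9.30 ± 0.0893 and 8.71 ± 0.0222 (SD, n = 4 each). The heat shock genes had a median log2 change of -0.597 and the immediate-early genes one of -0.83. Both kinds fell, which a gentler or shorter digestion and sorting of the PHLDA2 tumours would give, and so would lower stress signalling in these tumours. The labels give no date or order of sorting, so whether the groups were handled apart is not known, and handling and PHLDA2 cannot be told apart for these genes, and the separation between groups was several times the spread within them.

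Each group came from its own transduced population, so differences that the populations held before or gathered during passage are carried by each library of a group. As a test, medians of the log2 change were taken over windows of 50 neighbouring genes, for 16793 genes. Their spread was 2.45 times that with the gene order shuffled, and in the other 34 splits it was 1.17 to 2.39 times (1.17 to 2.30 in the 18 splits with 2 libraries of each group on either side). Neighbouring genes thus deviate together in the real split more than in the others, but by a small margin, so shifts of whole segments between the populations may underlie part of the 5051 calls. Coregulated neighbouring genes would give the same value, and the test says nothing about a single gene such as MAGEA11 or GLB1L2. Libraries of a second pair of independently transduced populations would part the effect of PHLDA2 from such divergence; they were not analysed here.

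RN7SL1, chosen after its values were seen, is an RNA without a poly(A) tail. It stood at 244 CPM in control replicate 3 and at 10.2, 34.3 and 9.65 CPM in control replicates 1, 2 and 4. If that library held more RNA without a poly(A) tail, other small RNA genes would be higher there too. Over 48 small nuclear and nucleolar RNA genes the median log2 ratio of control replicate 3 to the other control libraries was 0.34, with 33 of 48 higher; the same ratio was -0.08, -0.01 and -0.27 for control replicates 1, 2 and 4. RMRP, another RNA without a poly(A) tail that was left out of the 48 genes because its values had been seen, stood at 30.4 CPM in control replicate 3 and at 2.66, 5.67 and 2.73 CPM in control replicates 1, 2 and 4. This is in line with a somewhat less complete poly(A) selection in that library, although a log2 ratio of 0.34 is far less than the excess of RN7SL1 and RMRP. No biological explanation was tested.

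KIF1A was highest among the control libraries in replicate 3, at 4.77 CPM against 0.0507, 1.04 and 0.242 CPM in control replicates 1, 2 and 4, and it is far higher in PHLDA2. Material of the PHLDA2 libraries mixed into control replicate 3 was tested as a candidate explanation, since it would raise other genes with a strong rise in PHLDA2 as well. Over 17 other genes with a log2 rise over 3, the median level in control replicate 3 was 6.66% of the PHLDA2 mean, against 7.93%, 10.8% and 6.46% in control replicates 1, 2 and 4, which argues against mixing. A difference between the tumours in this gene stays open and was not tested.

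CHI3L1, CFB and LCN2, chosen after their values were seen, varied widely within the PHLDA2 group. CHI3L1 stood at 7.92, 62.4, 60.1 and 9.46 CPM in PHLDA2 replicates 1 to 4 and at 3.46 to 5.69 CPM in control. CFB stood at 9.93, 31.5, 37.3 and 3.41 CPM in PHLDA2 replicates 1 to 4 and at 2.20 to 2.96 CPM in control. LCN2 stood at 26.8, 51.3, 54.0 and 16.03 CPM in PHLDA2 replicates 1 to 4 and at 5.45 to 10.3 CPM in control.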
